# Brain activity and transcriptional profiling in mice under chronic jet lag

**DOI:** 10.1038/s41597-020-00709-6

**Published:** 2020-10-21

**Authors:** Qian Gao, Suliman Khan, Luoying Zhang

**Keywords:** Transcriptomics, Circadian rhythms and sleep

## Abstract

Shift work is known to be associated with an increased risk of neurological and psychiatric diseases, but how it contributes to the development of these diseases remains unclear. Chronic jet lag (CJL) induced by shifting light-dark cycles repeatedly is a commonly used protocol to mimic the environmental light/dark changes encountered by shift workers. Here we subjected wildtype mice to CJL and performed positron emission tomography imaging of glucose metabolism to monitor brain activities. We also conducted RNA sequencing using prefrontal cortex and nucleus accumbens tissues from these animals, which are brain regions strongly implicated in the pathology of various neurological and psychiatric conditions. Our results reveal the alterations of brain activities and systematic reprogramming of gene expression in brain tissues under CJL, building hypothesis for how CJL increases the susceptibility to neurological and psychiatric diseases.

## Abstract (summary)

**Table:** 

Measurement(s)	brain measurement • sleep duration • sleep quality • fragments per kilobase of exon per million mapped reads
Technology Type(s)	positron emission tomography • animal activity monitoring system • RNA sequencing
Factor Type(s)	chronic jet lag
Sample Characteristic - Organism	Mus musculus
Sample Characteristic - Environment	laboratory environment

Machine-accessible metadata file describing the reported data: 10.6084/m9.figshare.12924248

## Background & Summary

Approximately 15%–30% of the working population worldwide are engaged in some type of shift work^1^. Based on epidemiological surveys, shift work is associated with numerous adverse health outcomes such as type 2 diabetes, cancer, cardiovascular disorders and immune dysfunction^2,3^. Shift work is also known to increase the risk of neurological diseases. To be specific, shift work may trigger migraine, exacerbate epilepsy and increase dementia incidence^4–6^. In addition, shift work is associated with cognitive deficits^7–9^, sleep disorders^1,10,11^, mood alteration and increases the risk of mental illnesses including depression, anxiety, alcohol abuse, and schizophrenia^12–15^. Individuals undergoing shift work experience alternating light/dark cycles for extended time and suffer from circadian disruptions due to the misalignment between endogenous rhythm and external time. To mimic shift work condition, a number of studies used rodents subjected to chronic jet lag (CJL) by continuously shifting the timing of light-dark cycles and found that CJL promotes tumour progression^16–18^, obesity^19^, addiction^20^, and impairs innate immune responses^21^. Recent work in rodents also demonstrated that CJL leads to phenotypes related to mood disorders, but the mechanism is largely unknown^22,23^.

Glucose turnover rate serves as an indicator of brain activities, while alterations of brain activities are linked to many neurological and psychiatric diseases^24^. Abnormal glucose metabolism in the brain has been reported in dementia, epilepsy, major depressive disorder, and bipolar disorder^25–27^. The prefrontal cortex (PFC) is known to be involved in regulating a number of cognitive and emotional processes^28^. Dysfunction of the PFC has been found in various psychiatric and neurological disorders, including depression, anxiety disorders, addiction, schizophrenia, autism spectrum disorders, Alzheimer’s disease, and Parkinson’s disease^29–32^. Nucleus accumbens (NAc) plays a central role in processing motivation, reward and aversion^33–35^. NAc has been implicated in the pathophysiology and treatment of mental illnesses such as major depressive disorder, addictive disorders, schizophrenia, obsessive-compulsive disorder and anorexia nervosa^36–39^.

In this study, we subjected wildtype mice to CJL following a previously reported protocol^40^ (Fig. 1). Total sleep duration is not reduced by CJL, indicating that the physiological and molecular changes we report here are not due to deficient sleep caused by CJL (Fig. 2). We employed positron emission tomography (PET) to monitor glucose uptake in the brain of mice maintained under baseline condition or CJL for slightly over a month, as it has previously been shown that CJL treatment for about a month can elicit prominent changes in metabolic indices and lung mechanics^40,41^. We present raw PET images as well as quantified data collected on Day 34 of CJL treatment, which demonstrate that CJL significantly reduces activities throughout the brain (Fig. 3). Given the prominent and pervasive alterations in brain activity observed by Day 34 of CJL, we reasoned that molecular changes contributing to this should start to occur at an earlier stage of CJL treatment. It has been reported that metabolic phenotypes start to become significant by Day 10 of CJL, and ten days of CJL is sufficient to induce substantial effects on the expression of a number of circadian genes^40,42^. Therefore, we conducted RNA sequencing (RNA-seq) on PFC and NAc harvested from animals during the light and dark phase under baseline condition and on Day 10 of CJL treatment, respectively. These data will provide valuable information for studies that investigate how shift work or circadian disruptions increase the risk of disorders associated with the brain.

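The RNA-seq data cover PFC and NAc of Ctrl and CJL mice at ZT1, early in the light phase, and ZT13, early in the dark phase, as 8 groups of 3 libraries. The paper's methods give 3 mice per time point and lighting, so both regions come from the same mice, while lighting and time are compared between mice. The paper reasons that molecular changes behind the altered brain activity should begin before that activity is imaged. For tissue on Day 10 of CJL it cites reports of metabolic phenotypes and of changed circadian gene expression by then. Per group, the paper's Table 2 lists clean reads per library of 53181490 to 59285246 (PFC ZT1 Ctrl, median 58394418), 54814420 to 55940284 (PFC ZT1 CJL, median 55117524), 51449378 to 55225860 (PFC ZT13 Ctrl, median 54328066) and 51358972 to 54529024 (PFC ZT13 CJL, median 52184492). For NAc it lists 46551084 to 52046014 (ZT1 Ctrl, median 47295374), 47811708 to 54269114 (ZT1 CJL, median 48755274), 45545344 to 52350316 (ZT13 Ctrl, median 51117430) and 47907922 to 49052430 (ZT13 CJL, median 49004402). The authors deposited FPKM of 48526 Ensembl genes for each library, and no counts per gene. On the log2 scale with 0.1 added, genes with an FPKM of at least 1 in at least 3 libraries of a region were fitted with limma, 14914 genes in PFC and 15573 in NAc. Each region's 12 libraries went into a single fit with 1 mean per group. Adjusted p values are Benjamini-Hochberg values over the genes of a comparison, and each test was two-sided. Data were simulated for PFC at ZT1 with 3 animals per group, 200 changed genes and independent noise for each gene. Of genes changed by a log2 size of 0.5, 29.9% were recovered, against 84.8% at a log2 size of 1. These shares depend on how many genes change, so they do not carry over to every comparison.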

**Fig. 1:**
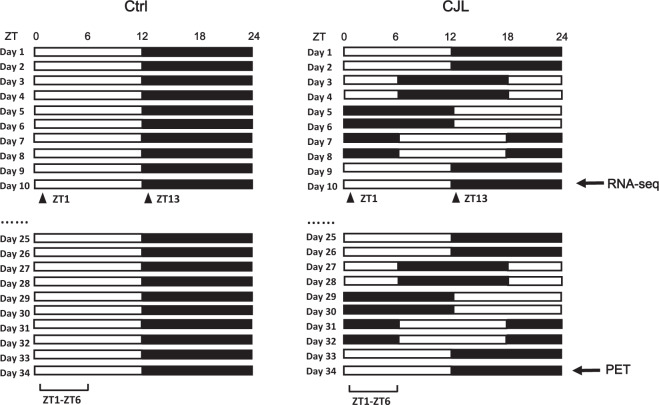
Light regime for chronic jet lag treatment. Male wildtype mice were exposed to stable or shiftwork-like light conditions. Black bars represent dark phase and hollow bars represent light phase. Solid triangles and square brackets indicate sampling time of RNA-seq and time of PET imaging, respectively. Ctrl, control; CJL, chronic jet lag.

**Fig. 2:**
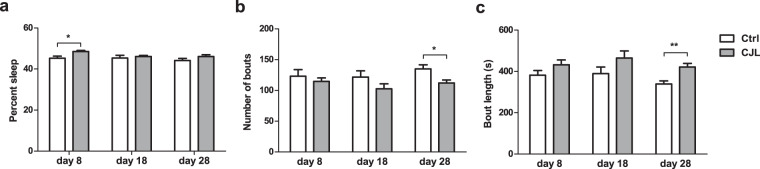
Chronic jet lag does not reduce sleep duration. Average percent sleep (**a**), the number of sleep bout in 24 hours (**b**) and average bout length in seconds (**c**) of male wildtype mice on the 8^th^, 18^th^, and 28^th^ day of CJL (N = 7). Data are presented as mean ± SEM, Mann-Whitney test, *P < 0.05, **P < 0.01. Ctrl, control; CJL, chronic jet lag.

**Fig. 3:**
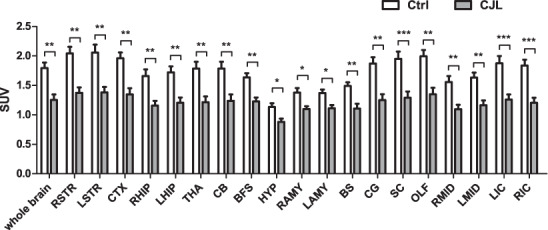
Chronic jet lag reduces brain glucose metabolism. Bars indicate standard uptake value (SUV) of glucose in the entire brain and different brain regions of control mice (N = 6) and mice on the 34^th^ day of CJL treatment (N = 9). Data are presented as mean ± SEM, Mann-Whitney test, *P < 0.05, **P < 0.01, ***P < 0.001. Ctrl, control; CJL, chronic jet lag; RSTR, right striatum; LSTR, left striatum; CTX, cerebral cortex; RHIP, right hippocampus; LHIP, left hippocampus; THA, thalamus; CB, cerebellum; BFS, basal forebrain septum; HYP, hypothalamus; RAMY, right amygdale; LAMY, left amygdale; BS, brain stem; CG, central gray; SC, superior colliculus; OLF, olfactory bulb; RMID, right midbrain; LMID, left midbrain; LIC, left inferior colliculus; RIC, right inferior colliculus.

## Methods

### Animals and chronic jet lag treatment

8-week-old male C57BL/6 J mice purchased from Model Animal Research Center of Nanjing University were assigned to different cages randomly with approximately 5 animals per cage. Animals were housed in light-tight cabinets with time-controlled illumination. Food and sterilized water were accessible *ad libitum*. The mice were housed under 12 hour light: 12 hour dark (12L12D) for 2 weeks for entrainment prior to CJL treatment. The experimental design is displayed in Fig. 1. For CJL group, lights on and off times were advanced by 6 hours every 2 days following a previously published protocol, whereas for control group they remain unchanged^40,43^. Nine mice were subjected to PET imaging on Day 34 of CJL (the last jetlag event before PET imaging occurred on Day 32) along with six controls. The brain tissues of six mice (three per time point) were harvested for RNA-seq on Day 10 of CJL (the last jetlag event before tissue collection occurred on Day 8) along with equal number of controls. To assess sleep, seven mice were individually housed and sleep monitoring was conducted on Day 8, 18, and 28 of CJL. All mouse work was performed in accordance with the guidelines of Institutional Animal Care and Use Committee at Huazhong University of Science and Technology.

### Sleep monitoring

Sleep was monitored by PiezoSleep Mouse Behaviour Tracking System as described earlier^44^. Briefly, seven animals were individually housed in a cage with piezoelectric film sensor underneath that transmitted activity signals (motions and breathing movements) to monitoring software (PiezoSleep 2.18, Signal Solutions). Sleep can be distinguished from wakefulness by rhythmic signals (approximately 3 Hz) generated by typical respiration patterns during sleep^44^. The baseline pressure signal from the piezoelectric sensors was sampled at 120 Hz. Features associated with sleep and wake behaviors were extracted from the pressure signals and saved every 2 seconds. Sleep-wake classification was performed automatically based on decision statistics^45^. Data collected were binned over 1 hour using the average of percent sleep (average percent of time in sleep state). Data were analyzed with SleepStats and exported as hourly percent sleep, hourly sleep bout number and hourly average sleep bout length of the specified day. Sleep bout was computed as the duration of an interval of continuous sleep. The minimum sleep bout length parameter was set to 30 s by default, which means a bout length count was initiated only when a 30 s-interval contained greater than 50% sleep^46,47^. Setting the minimum bout length as 30 s can eliminate the impact of short and ambiguous arousals on computing bout length and reduce the probability of error^46^. Based on the exported data, average percent sleep, sleep bout number, and average length of sleep bout of a specified day were calculated.

### PET

^18^F-fluorodeoxyglucose (^18^F-FDG) is the most commonly used marker for glucose metabolism in PET imaging^48^. Nine male C57BL6/J mice subjected to CJL and six control mice were used. Mice were fasted during the dark phase for 12 h before the test. Prior to PET imaging, animals were injected with (250 ± 10 μCi) ^18^F-FDG intraperitoneally. After one hour, they were anesthetized with 2% isoflurane and imaging was conducted from Zeitgeber Time 1 (ZT1, 1 hour after lights on; ZT0 is defined as the time of lights on) to ZT6. Images of mouse brains were obtained with the static scanning pattern (10 min) by Trans-PET®BioCaliburn® LH (Raycan Technology, China), a PET system for imaging small animals^49^. The PET images were reconstructed using three-dimensional OSEM method with a voxel size of 0.5 × 0.5 × 0.5 mm^3^. Glucose uptake was measured as the mean standardized uptake value (SUV).

### Brain dissection and RNA extraction

Brain tissues of three CJL treated animals and three control animals fed *ad libitum* were harvested at ZT1 and ZT13, respectively. After cervical dislocation, the skin was flipped over the eyes to free the skull. Then the skull was broken and brain was removed gently out of the skull. The brain was immediately transferred to a Petri dish chilled on ice and placed with ventral surface facing up. The brains of mice were dissected according to previously published protocols^50–53^. Coronal sections were made from the rostral end of the brain using a sharp and chilled razor blade. PFC, the anterior part of the brain just behind the olfactory bulb, was removed from the first ~1.5 mm-thick coronal section^50,51^. NAc was located in the subsequent section (~1.0 mm-thick) and was identified based on the location of anterior commissure with the approximate anterior-posterior coordinate of +1.8 mm~0.6 mm from Bregma^52,53^. The dissected PFC and NAc tissues were immediately transferred to liquid nitrogen and stored at −80 °C for further processing.

Total RNA was extracted using RNA isolater (Vazyme, China). RNA integrity was assessed with RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Alilent Technologies, USA) before the samples were sent for RNA-seq.

### Library preparation, RNA sequencing and data processing

The sequencing libraries were generated using VAHTS mRNA-seq v2 Library Prep Kit for Illumina® (Vazyme, NR601) following manufacturer’s recommendations. Briefly, mRNA was purified and fragmented and cDNA was synthesized with the mRNA fragments as templates. Then the cDNAs were ligated with special sequencing adaptor and the products with appropriate size were selected for PCR. After passing quality examination, the generated libraries were sequenced on Illumina Hiseq X Ten platform with 150 bp paired-end module.

The raw reads were filtered to produce clean data by excluding sequencing adaptors and low quality reads, including reads containing over 5% “N” and those containing >50% bases with quality value less than 10. The quality assessment of clean data was performed using FastQC v0.11.9.

Sequencing reads were then aligned to the mouse mm10 reference genome using HISAT2. The differential expression analysis was performed by DESeq. 2 with default parameters. The significance threshold of *P* < 0.05 was applied. 

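In the PFC at ZT1, Egr3, an immediate early transcription factor induced by neuronal activity, was lower in CJL mice than in Ctrl mice. Egr3 (mm10 chromosome 14, 70077445 to 70080157) measured 41.5 ± 3.73 FPKM under CJL and 82.7 ± 1.19 FPKM in Ctrl (mean ± SD, n = 3 mice each), a log2 fold change of -0.996 (SE 0.103, limma adjusted p = 0.00351). Etnppl, an enzyme of astrocytes that breaks down phosphoethanolamine (chromosome 3, 130617448 to 130637521), fell from 6.69 ± 0.441 to 3.62 ± 0.451 FPKM (log2 fold change -0.87, SE 0.116, limma adjusted p = 0.0158). Rises included Acyp1, an acylphosphatase (chromosome 12, 85272398 to 85288438), with a log2 fold change of 1.12 (adjusted p = 0.0309), and H2afz, the histone variant H2A.Z (chromosome 3, 137864487 to 137866922), with 0.81 (adjusted p = 0.0263). Nme2, a nucleoside diphosphate kinase, had a log2 fold change of 0.80 and Iqgap2, a scaffold protein of the actin cytoskeleton, one of -0.93. Of 31 immediate early genes, 1 rose (Dusp5) and 1 fell (Egr3), and their median log2 fold change was 0.18 (camera adjusted p = 0.883, and adjusted p = 0.969 with an estimated correlation), or 0.075 without CJL replicate 3. Fos measured 13.4 ± 3.41 FPKM under CJL and 9.85 ± 1.97 FPKM in Ctrl, and Arc 61.0 ± 33.2 and 39.6 ± 14.4 FPKM.
Nuclear genes of oxidative phosphorylation were higher as a group under CJL than in Ctrl at ZT1, where the Ctrl group lay apart from the other PFC groups. Of 69 tested, 11 rose and 0 fell, and 51 rose when adjusted over the list alone. Examples are Cox6c, a subunit of complex IV, with a log2 fold change of 0.65, Ndufb11 of complex I with 0.58 and Uqcrq of complex III with 0.57. The list's median log2 fold change was 0.34 (camera adjusted p = 7.48e-21, and adjusted p = 0.504 with an estimated correlation), or 0.22 after a correction for GC content and gene length. Cox5b of complex IV measured 66.3 ± 8.11 FPKM in ZT1 Ctrl and 113.6 ± 13.6 in ZT1 CJL. In ZT13 Ctrl and ZT13 CJL it measured 112.2 ± 15.0 and 96.9 ± 11.2 FPKM. For CJL against Ctrl at ZT13, the list's median was -0.202 to -0.047 with 1 library left out in turn. Of 78 cytosolic ribosomal protein genes, 8 rose and 0 fell, 36 when adjusted over the list alone, with Rpl32 at 0.61, Rpl14 at 0.52 and Rps21 at 0.38. Their median was 0.24 (camera adjusted p = 1.29e-12, and adjusted p = 0.629 with an estimated correlation), or 0.11 after that correction and 0.15 with quantile normalization. The 13 oxidative phosphorylation genes of the mitochondrial genome had a median of -0.31, which was 0.04 with that normalization and -0.175 without Ctrl replicate 2, and 10 of them were lower when adjusted over the list alone (camera adjusted p = 3.05e-10, and adjusted p = 0.504 with an estimated correlation). Mitochondrially encoded transcripts made up 15.5% to 21.3% of all FPKM in the ZT1 Ctrl libraries and 13.6% to 14.6% in the other PFC libraries. Without mt-Atp6 the shares were 14.3% to 19.4% and 13.4% to 14.4%, with ZT1 Ctrl replicate 1 inside the range of the others. In the cholesterol synthesis list 2 of 24 genes rose, 12 when adjusted over the list alone, with a median of 0.24 (camera adjusted p = 5.93e-06, and adjusted p = 0.504 with an estimated correlation). The 7 ependymal markers tested were all higher, with 0 calls by limma and a median of 0.47 (camera adjusted p = 0.135, and adjusted p = 0.504 with an estimated correlation). No circadian clock gene passed limma's test at ZT1 (0 of 24, with 4 higher and 2 lower at an unadjusted P under 0.05), and 1 was higher when adjusted over the list alone.
Larger falls were those of mt-Atp6, a mitochondrially encoded subunit of ATP synthase, with a log2 fold change of -3.12, and of Krcc1, a lysine-rich coiled-coil protein, with -1.52. Levels of mt-Atp6 (mitochondrial genome, 7927 to 8607) were 4605 to 7863 FPKM in the ZT1 Ctrl libraries and 672 to 874 FPKM in the other PFC libraries, while mt-Atp8, whose annotated span overlaps that of mt-Atp6, measured 3785 to 5462 and 3447 to 4251 FPKM. In NAc it was 4864 to 6711 FPKM in 1 library each of ZT1 Ctrl, ZT1 CJL and ZT13 Ctrl, and 755 to 1288 FPKM in the rest, and Krcc1 ranged from 3.58 to 12.2 FPKM with high and low values within groups. In the authors' deposited table, the linear folds at ZT1 are 0.568 for mt-Atp6 and 0.811 for Krcc1. Whether the levels of these 2 genes follow transcript number or the assignment of reads among overlapping transcripts was not tested, since it needs the reads. Over all 14914 genes, limma called 175 rises and 62 falls at an adjusted p under 0.05. At an unadjusted P under 0.05, the paper's threshold, 2064 genes were higher and 1102 lower, so that 65.2% were higher, or 49.7% with median-of-ratios scaling. The 237 adjusted calls became 9, 9 and 35 without CJL replicates 1, 2 and 3, and 407, 11 and 6 without Ctrl replicates 1, 2 and 3. They were 42 with no filter on low FPKM, 138 after the correction for GC content and length, and 16 without the 4 PFC libraries that have high olfactory bulb or choroid plexus markers. Krcc1 and mt-Atp6 kept their calls under all of these settings, and Egr3 lost its call in the last of them, at a log2 fold change of -0.93 with fewer libraries in the fit. Etnppl lost its call without CJL replicate 2 or Ctrl replicate 2 or 3, at log2 fold changes of -0.79, -0.82 and -0.92. Acyp1 and H2afz lost theirs with no filter, and without CJL replicate 1, 2 or 3 or Ctrl replicate 3 (log2 fold changes of 1.04 to 1.25 and of 0.79 to 0.88). With the 2 groups fitted alone 9 genes were called, and with a term for the replicate number 8.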

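At ZT13, Egr3 was higher in the PFC of CJL mice than of Ctrl mice, the opposite of ZT1. It measured 51.8 ± 4.37 FPKM under CJL and 30.5 ± 4.23 FPKM in Ctrl (mean ± SD, n = 3 mice each), a log2 fold change of 0.77 (SE 0.103, limma adjusted p = 0.0481). Chrm3, the muscarinic acetylcholine receptor M3 (chromosome 13, 9875486 to 10360844), rose from 16.0 ± 2.15 to 29.8 ± 0.646 FPKM (log2 fold change 0.90, SE 0.119, limma adjusted p = 0.0481). Krcc1 (chromosome 6, 71271677 to 71285319) rose from 2.62 ± 0.16 to 7.39 ± 0.32 FPKM, a log2 fold change of 1.46, and the authors' deposited table of this comparison does not list it. These 3 genes were the limma calls at an adjusted p under 0.05, with 854 genes higher and 1032 lower at an unadjusted P under 0.05. The share higher was 45.3%, and 56.3% with median-of-ratios scaling. The calls of Egr3 and Chrm3 were lost under both scaling alternatives and with no filter, leaving 1 call, and also after the GC and length correction (0.78 and 0.88) and with the 2 groups fitted alone. A term for the replicate number likewise left 1 call. Leaving out Ctrl replicate 1, a library with choroid plexus markers 3.05 log2 units above the PFC median, gave 242 calls, against 1 without CJL replicate 3 and 6 without Ctrl replicate 3. Egr3 also lost its call without CJL replicate 1, 2 or 3 or Ctrl replicate 2, at log2 fold changes of 0.78, 0.70, 0.82 and 0.65, and Chrm3 without any library except Ctrl replicate 1.
Of 31 immediate early genes at ZT13, 1 rose and 0 fell, and 6 rose when adjusted over the list alone. The list's median log2 fold change was 0.31 (camera adjusted p = 6.66e-07, and adjusted p = 0.666 with an estimated correlation), or 0.16 without Ctrl replicate 1, and 0.135 without the 4 libraries with high olfactory bulb or choroid plexus markers. The 17 astrocyte markers had a median of 0.22 (camera adjusted p = 1.9e-07, and adjusted p = 0.666 with an estimated correlation), or 0.14 without Ctrl replicate 3. None of them passed limma's test singly (0 of 17, with 7 higher at an unadjusted P under 0.05, and 1 when adjusted over the list alone). Among 19 glucocorticoid-responsive genes 0 passed limma's test, with 1 higher and 6 lower at an unadjusted P under 0.05, and 1 higher and 3 lower when adjusted over the list alone. Their median was -0.08 (camera adjusted p = 0.129, and adjusted p = 0.666 with an estimated correlation), or -0.03 without Ctrl replicate 1, -0.125 without CJL replicate 3 and -0.05 with olfactory bulb markers as a covariate. Lower members include the lipid droplet protein Plin4 (log2 fold change -0.71), the arrestin domain protein Arrdc2 (-0.69), the kinase Sgk1 (-0.65) and the NF-kappa-B inhibitor Nfkbia (-0.64). Olfactory bulb markers, 10 genes, had a median of 0.85 in the same comparison (camera adjusted p = 0.00155, and adjusted p = 0.723 with an estimated correlation), or 0.57 without CJL replicate 1.
The effect of CJL differed between ZT1 and ZT13 for both Egr3 and Etnppl. Both were higher in ZT1 Ctrl and ZT13 CJL than in the other PFC groups, as Krcc1 was. The test cannot tell an effect of CJL that changes with time from anything else those groups share. In Ctrl mice Egr3 was 82.7 ± 1.19 FPKM at ZT1 and 30.5 ± 4.23 FPKM at ZT13. The immediate early list went the other way there, with medians of 0.209 to 0.355 with 1 library left out in turn. The levels of Egr3 thus do not follow those of the list. The difference of the CJL effect, ZT13 minus ZT1, was a log2 value of 1.76 for Egr3 (SE 0.146, limma adjusted p = 0.000324) and 1.54 for Etnppl (SE 0.164, adjusted p = 0.00337). In all, 4 genes had a positive and 8 a negative difference at an adjusted p under 0.05, among 2747 at an unadjusted P under 0.05. Named after their values were seen, the negative ones include Uqcr11, a subunit of complex III, with -0.75, Uqcc2, an assembly factor of complex III, with -0.95, and Actr3b, a protein related to actin nucleation, with -0.54. This count of 12 was 796 without ZT13 Ctrl replicate 1 and 58 without ZT1 Ctrl replicate 1. It was 4 without ZT1 CJL replicate 1 or 3, 5 without ZT1 Ctrl replicate 3, ZT13 CJL replicate 2 or 3, or ZT13 Ctrl replicate 2, and 7 without ZT1 Ctrl replicate 2. Of the 8 negative differences 0 were called without ZT1 CJL replicate 1 or 3, ZT1 Ctrl replicate 3 or ZT13 Ctrl replicate 2. Without ZT13 CJL replicate 2 or 3, or after the correction for GC content and length, 1 negative difference was called.

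**Figure D1:**
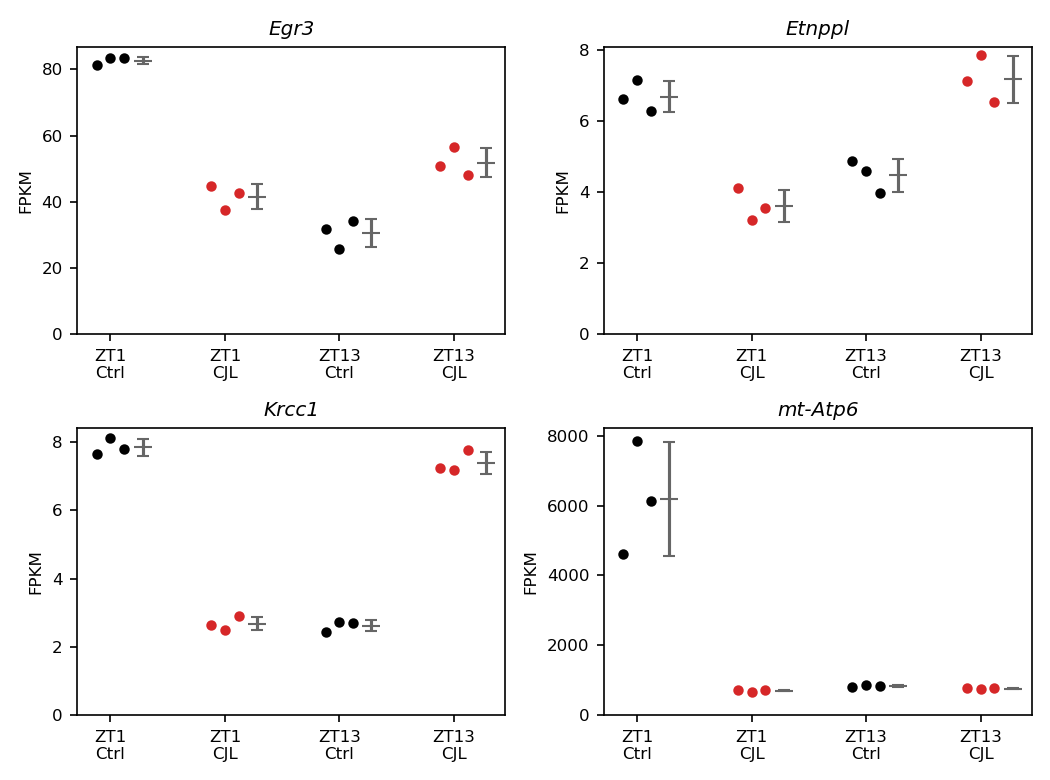
FPKM of Egr3, Etnppl, Krcc1 and mt-Atp6 in each PFC library (n = 3 mice per group), with group mean ± SD. The 4 genes are those with a positive difference of the CJL effect between ZT13 and ZT1 at an adjusted p under 0.05.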

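Circadian clock genes of the PFC differed by time of day in Ctrl mice. Ciart, a repressor of CLOCK and BMAL1 (chromosome 3, 95878503 to 95882251), measured 21.2 ± 2.84 FPKM at ZT13 and 5.23 ± 0.62 FPKM at ZT1 (mean ± SD, n = 3 mice each), a log2 fold change of 2.00 (SE 0.129, limma adjusted p = 2.15e-05). The period genes Per1 (chromosome 11, 69095217 to 69109960) and Per2 (chromosome 1, 91415982 to 91459324) rose by log2 values of 1.13 (adjusted p = 0.0056) and 0.79 (adjusted p = 0.00381). Dbp, a clock output transcription factor (chromosome 7, 45705088 to 45710203), rose by 1.13, and Arntl, which encodes BMAL1 (chromosome 7, 113207465 to 113314126), fell by 0.52 (adjusted p = 0.0067). Of 24 clock genes tested, 11 rose and 3 fell at ZT13 against ZT1, and 15 rose and 3 fell when adjusted over the list alone. Their median log2 fold change was 0.40 (camera adjusted p = 0.00214, and adjusted p = 0.415 with an estimated correlation), or 0.26 with olfactory bulb markers as a covariate. Clock and Npas2, partners of BMAL1, were the other two falls, with -0.45 and -0.44, and the call of Clock is lost when the 2 Ctrl groups are fitted alone.
Under CJL, Ciart rose from 6.69 ± 0.647 to 14.7 ± 1.94 FPKM between ZT1 and ZT13 (log2 fold change 1.12, limma adjusted p = 0.00786) and Per2 from 8.27 ± 1.2 to 15.6 ± 0.422 FPKM (0.91, limma adjusted p = 0.00556). These were 2 of the 5 calls in CJL mice. The others were Etnppl (0.97, adjusted p = 0.0089), Krcc1 (1.43) and Sult1a1, a phenol sulfotransferase (0.77, adjusted p = 0.00348). Apart from Krcc1, these calls are lost when the 2 CJL groups are fitted alone, that of Ciart also without ZT1 CJL replicate 1 (1.09) and that of Etnppl without ZT1 CJL replicate 3 (0.96) or ZT13 CJL replicate 2 (0.90). Per1 differed by 0.90 (adjusted p = 0.177) and Dbp by 0.61 (adjusted p = 0.438). Of the clock genes 2 rose and 0 fell, with 12 higher and 4 lower when adjusted over the list alone. Their median was 0.32 (camera adjusted p = 6.57e-10, and adjusted p = 0.0669 with an estimated correlation), or 0.19 without ZT1 CJL replicate 2, whose level of olfactory bulb markers lies 2.64 log2 units above the PFC median. In limma's test of the difference between CJL and Ctrl, 0 of 24 clock genes passed, with 1 positive and 3 negative at an unadjusted P under 0.05, and 1 negative when adjusted over the list alone. Ciart had the smallest P of them, with a difference of -0.88 (SE 0.182, adjusted p = 0.0709).
Beyond the clock, glucocorticoid-responsive genes rose at ZT13 in the PFC of Ctrl mice, 8 of 19 with 0 falls, and 12 rose and 1 fell when adjusted over the list alone. Ddit4, an inhibitor of mTORC1 (chromosome 10, 59949675 to 59951770), rose from 8.35 ± 1.18 to 16.8 ± 0.786 FPKM (log2 fold change 1.01, limma adjusted p = 0.00169), and Tsc22d3, which encodes the anti-inflammatory protein GILZ, rose by a log2 value of 0.75. The list's median was 0.29 (camera adjusted p = 0.000442, and adjusted p = 0.118 with an estimated correlation). In CJL mice 1 of the 19, Sult1a1, rose and 0 fell, 4 when adjusted over the list alone, with a median of 0.27 (camera adjusted p = 9.88e-08, and adjusted p = 0.02 with an estimated correlation), or 0.15 without the 4 PFC libraries that have high olfactory bulb or choroid plexus markers. Rbm3, a cold-inducible RNA-binding protein (chromosome X, 8138975 to 8145880), rose in Ctrl mice from 43.4 ± 6.94 to 79.1 ± 5.42 FPKM. Grin2b, an NMDA receptor subunit (chromosome 6, 135713233 to 136173511), fell by 0.75, and Homer1, a postsynaptic scaffold, fell by 0.90. Slc2a1, the glucose transporter of the blood-brain barrier (chromosome 4, 119108711 to 119137983), rose by 0.80. Nuclear oxidative phosphorylation genes and cytosolic ribosomal protein genes rose in number, 37 of 69 and 32 of 78 with 0 falls in either list, or 52 and 53 when adjusted over each list alone. Their medians were 0.39 (camera adjusted p = 1.51e-16) and 0.27 (camera adjusted p = 1.64e-13), each with adjusted p = 0.415 with an estimated correlation. After the correction for GC content and length the medians were 0.20 and 0.10, and the ZT1 Ctrl libraries are those with the lower GC content of transcripts. Both lists were also higher in ZT1 CJL against the same ZT1 Ctrl libraries, so those results and these are not independent. In the same comparison 10 olfactory bulb markers had a median of -1.15 (camera adjusted p = 0.000802, and adjusted p = 0.507 with an estimated correlation), or -0.64 without ZT1 Ctrl replicate 1 and -0.27 without the libraries with high markers. The 5 choroid plexus markers had one of 1.20 (camera adjusted p = 0.309, and adjusted p = 0.742 with an estimated correlation), or 0.79 without ZT1 Ctrl replicate 1 and 1.94 without ZT13 Ctrl replicate 1.
Over all genes in Ctrl mice, limma called 1312 rises and 528 falls at an adjusted p under 0.05, and 3091 genes were higher and 1478 lower at an unadjusted P under 0.05. The share higher, 67.7%, was 49.1% with median-of-ratios scaling. In CJL mice 584 genes were higher and 442 lower at an unadjusted P under 0.05. The 1840 calls in Ctrl mice became 730 and 1058 without ZT1 Ctrl replicates 2 and 3, and 2848, 313 and 418 without ZT13 Ctrl replicates 1, 2 and 3. With each comparison's 2 groups fitted alone, there were 285.

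**Figure D2:**
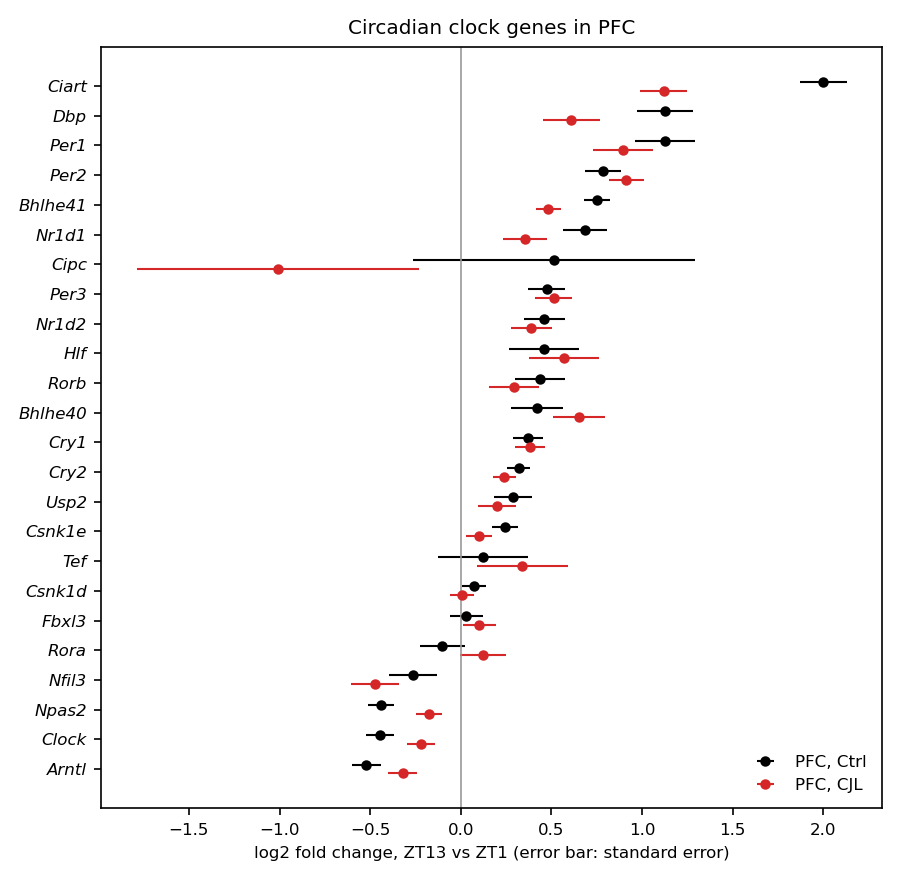
Log2 fold changes, ZT13 against ZT1, of 24 circadian clock genes in PFC, with standard errors from limma (n = 3 mice per group). Black is Ctrl and red is CJL.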

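In the NAc at ZT1, markers of ependymal cells, the ciliated cells that line the ventricles, were higher in CJL mice than in Ctrl mice. All 14 tested were higher, 12 of them when adjusted over the list alone, with a median log2 fold change of 1.38 (camera adjusted p = 5.57e-15, and adjusted p = 0.335 with an estimated correlation). With thalamus and hypothalamus markers as a covariate the median was 0.75. Rarres2, which encodes the secreted protein chemerin (chromosome 6, 48569696 to 48572789), measured 13.2 ± 1.65 FPKM under CJL and 6.66 ± 1.5 FPKM in Ctrl (mean ± SD, n = 3 mice each), with a limma adjusted p of 0.451. Foxj1, a transcription factor of motile cilia (chromosome 11, 116330704 to 116335399), measured 5.86 ± 1.39 and 2.76 ± 0.217 FPKM, and Ccdc153 (chromosome 9, 44240677 to 44247306) 6.64 ± 0.633 and 1.62 ± 2.32 FPKM. No single marker passed limma's test over all genes (0 of 14, with 12 at an unadjusted P under 0.05). Of 9 choroid plexus markers, 2 were higher when adjusted over the list alone, with a median of 0.54 (camera adjusted p = 0.0431, and adjusted p = 0.589 with an estimated correlation), or -0.15 with thalamus and hypothalamus markers as a covariate. At ZT13 the ependymal list had a median of 0.72 (camera adjusted p = 0.000425, and adjusted p = 0.609 with an estimated correlation), or 0.33 without ZT13 CJL replicate 3, whose level of thalamus and hypothalamus markers lies 1.70 log2 units above the NAc median.
Markers of striatal medium spiny neurons, the main neurons of the NAc, were lower as a list under CJL at ZT1, with a wide spread between CJL libraries. Their median log2 fold change over 21 genes was -0.47 (camera adjusted p = 1.74e-09, and adjusted p = 0.367 with an estimated correlation). Limma called 0 of them singly, with 6 lower at an unadjusted P under 0.05 and 0 when adjusted over the list alone. The opioid precursor Penk measured 298 ± 138 FPKM under CJL and 456 ± 62.6 FPKM in Ctrl, and the dopamine receptor Drd1 24.6 ± 14.2 and 36.1 ± 2.85 FPKM. Single libraries had 13.4 to 40.6 FPKM of Drd1 under CJL and 33.1 to 38.7 FPKM in Ctrl. This median was -0.80 without ZT1 CJL replicate 1 and -0.16 without ZT1 CJL replicate 3, and -0.21 with that covariate. The 18 thalamus and hypothalamus markers had a median of 1.16 in the same comparison (camera adjusted p = 3.91e-06, and adjusted p = 0.367 with an estimated correlation), or 0.74 without ZT1 CJL replicate 2, where that level is 1.64 above it. Of 18 microglia markers 17 were lower, with a median of -0.20 (camera adjusted p = 3.93e-06, and adjusted p = 0.361 with an estimated correlation), such as the complement component C1qc with a log2 fold change of -0.36.
At ZT13, glucocorticoid-responsive genes were lower in the NAc of CJL mice. Sgk1, a kinase induced by glucocorticoids (chromosome 10, 21882184 to 21999903), measured 16.5 ± 3.95 FPKM under CJL and 36.4 ± 5.32 FPKM in Ctrl, a log2 fold change of -1.16 (SE 0.163, limma adjusted p = 0.238). The co-chaperone Fkbp5 (chromosome 17, 28399095 to 28517524) measured 9.77 ± 0.589 and 13.0 ± 0.837 FPKM, a log2 fold change of -0.41 (limma adjusted p = 0.456), and the transcription factor Klf9 had one of -0.53. Of the 19 genes 7 were lower and 0 higher when adjusted over the list alone, 9 were lower at an unadjusted P under 0.05, and 0 passed limma's test over all genes. Their median was -0.37 (camera adjusted p = 7.32e-09, and adjusted p = 0.115 with an estimated correlation). All 14 mural and fibroblast markers were lower as well, 2 of them when adjusted over the list alone, with a median of -0.35 (camera adjusted p = 3.98e-07, and adjusted p = 0.115 with an estimated correlation). One of them is Rgs5, a pericyte regulator of G protein signaling, with a log2 fold change of -0.36. Cortical excitatory neuron markers had a median of -0.34 over 21 genes (camera adjusted p = 0.00229, and adjusted p = 0.505 with an estimated correlation). Endothelial markers had one of -0.25 over 15 genes (camera adjusted p = 0.000852, and adjusted p = 0.387 with an estimated correlation), or -0.13 without ZT13 Ctrl replicate 3. Clock genes passed at neither time (0 of 24 by limma, with 2 higher and 1 lower at ZT1 and 2 lower at ZT13 at an unadjusted P under 0.05, and 1 higher and 1 lower at ZT1 when adjusted over the list alone).
Over all 15573 genes, limma called 0 genes at an adjusted p under 0.05 at either time. At an unadjusted P under 0.05, 786 genes were higher and 414 lower at ZT1, and 827 were higher and 469 lower at ZT13. The shares higher, 65.5% and 63.8%, were 48.9% and 48.7% with median-of-ratios scaling. The 1200 genes at ZT1 became 1855 and 652 without CJL replicates 1 and 2, and the 1296 at ZT13 became 802 without CJL replicate 3. Whether the effect of CJL differs between PFC and NAc was tested as an interaction with limma, which called 0 genes at ZT1 and 0 at ZT13, with 1730 and 2030 at an unadjusted P under 0.05. At ZT13 it called 72 without PFC ZT13 Ctrl replicate 1 and 12 without NAc ZT13 Ctrl replicate 1, and at ZT1 7 without NAc ZT1 CJL replicate 1. That test takes the libraries of both regions as independent, although the regions come from the same mice.

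**Figure D3:**
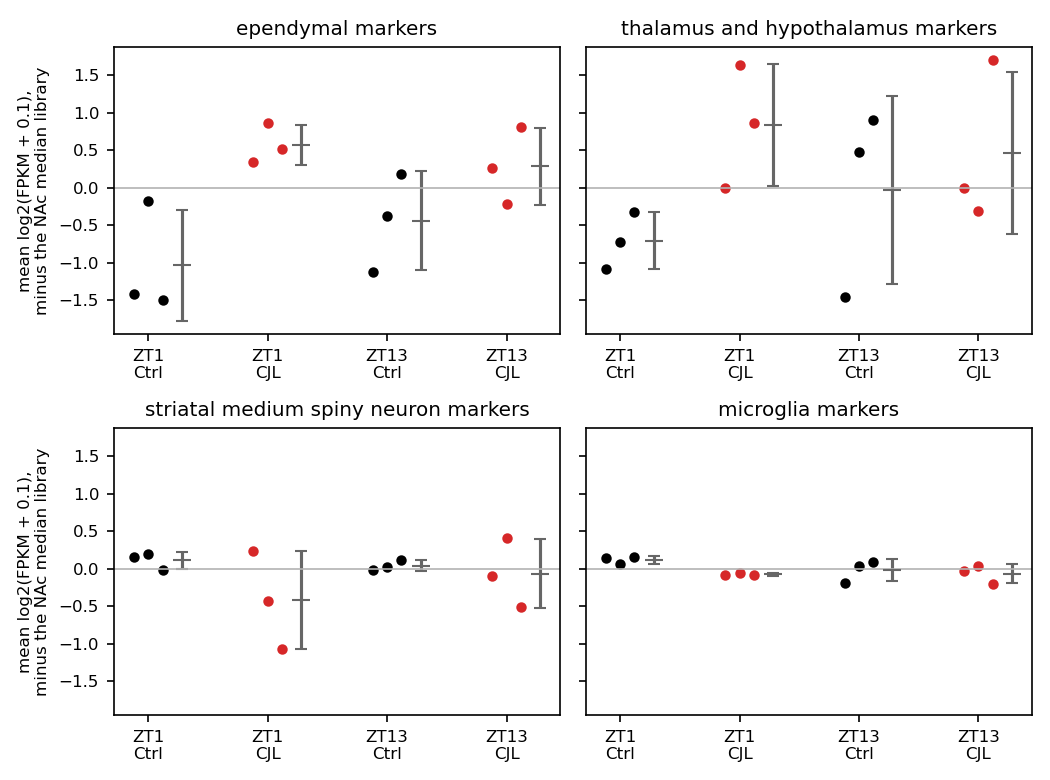
Levels of ependymal, thalamus and hypothalamus, medium spiny neuron and microglia markers in the NAc libraries, as the mean log2(FPKM + 0.1) of each list minus that of the median NAc library. Points are mice (n = 3 per group), with mean ± SD.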

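In the NAc of Ctrl mice, glucocorticoid-responsive and clock genes were higher at ZT13 than at ZT1. Fkbp5 had a log2 fold change of 0.76 (SE 0.106, limma adjusted p = 0.0627) and Sgk1 of 1.00 (adjusted p = 0.0839), from a mean of 18.1 ± 0.985 FPKM at ZT1 (SD, n = 3 mice). Zbtb16, a zinc finger transcription factor induced by glucocorticoids (chromosome 9, 48654311 to 48835945), measured 4.83 ± 1.22 FPKM at ZT13 and 1.13 ± 0.0467 FPKM at ZT1, and Plin4 (chromosome 17, 56100591 to 56109803) 2.02 ± 0.147 and 0.411 ± 0.0144 FPKM. Of 19 glucocorticoid-responsive genes 12 were higher and 0 lower when adjusted over the list alone, with a median log2 fold change of 0.52 (camera adjusted p = 5.09e-12, and adjusted p = 0.0407 with an estimated correlation). Among 24 clock genes 10 were higher and 1 lower when adjusted over the list alone, with a median of 0.24 (camera adjusted p = 2.69e-07, and adjusted p = 0.0407 with an estimated correlation), or 0.15 without ZT13 Ctrl replicate 1. Per2 measured 12.8 ± 0.856 FPKM at ZT13 and 6.79 ± 0.812 FPKM at ZT1, a log2 fold change of 0.91 (limma adjusted p = 0.0627). Limma called 0 genes of either list over all genes, with 12 glucocorticoid-responsive genes higher, and 12 clock genes higher and 1 lower, at an unadjusted P under 0.05. Markers of cortical excitatory neurons, which neighbour the NAc, had a median of 0.74 over 21 genes in the same comparison (camera adjusted p = 7.14e-05, and adjusted p = 0.297 with an estimated correlation), or 0.48 without ZT1 Ctrl replicate 2. Septum markers had one of -0.73 over 11 genes (camera adjusted p = 0.000108, and adjusted p = 0.23 with an estimated correlation) and endothelial markers one of 0.34 over 15 genes (camera adjusted p = 1.42e-06, and adjusted p = 0.178 with an estimated correlation). Choroid plexus markers of ZT13 Ctrl replicate 3 lie 2.36 log2 units above the NAc median.
In CJL mice, Sgk1 had a log2 fold change of 0.02 between ZT13 and ZT1 (limma adjusted p = 0.998) and Fkbp5 of 0.24 (adjusted p = 0.938), while Per2 had one of 0.84 (adjusted p = 0.174). The glucocorticoid-responsive list had a median of 0.24 (camera adjusted p = 2.89e-06, and adjusted p = 0.119 with an estimated correlation), or 0.16 without ZT1 CJL replicate 3, with 0 calls by limma, 0 when adjusted over the list alone and 7 higher at an unadjusted P under 0.05. The clock list had a median of 0.17 (camera adjusted p = 0.000139, and adjusted p = 0.119 with an estimated correlation), or 0.11 without ZT13 CJL replicate 1, with 5 higher and 1 lower when adjusted over the list alone. Tested as the difference between CJL and Ctrl, Sgk1 had a log2 value of -0.98 (SE 0.231, limma adjusted p = 0.599). In that test 0 of the 19 glucocorticoid-responsive genes passed over all genes, with 1 positive and 8 negative at an unadjusted P under 0.05 and the same counts when adjusted over the list alone. Immediate early genes, 31 in number, had a median of 0.42 in CJL mice (camera adjusted p = 1.73e-13, and adjusted p = 0.226 with an estimated correlation), with 15 higher at an unadjusted P under 0.05 and 0 passing in limma, over all genes or over the list alone.
Over all genes, limma called 0 at an adjusted p under 0.05 in Ctrl mice, 0 in CJL mice and 0 for the difference between them. At an unadjusted P under 0.05 there were 812 higher and 760 lower in Ctrl mice, 429 higher and 383 lower in CJL mice, and 452 positive and 555 negative differences. The 1572 genes in Ctrl mice became 1033 without ZT1 Ctrl replicate 1 and 2599 without ZT13 Ctrl replicate 1, and the 812 in CJL mice became 1238 without ZT1 CJL replicate 1, and 534 and 1260 without ZT13 CJL replicates 2 and 3.

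**Figure D4:**
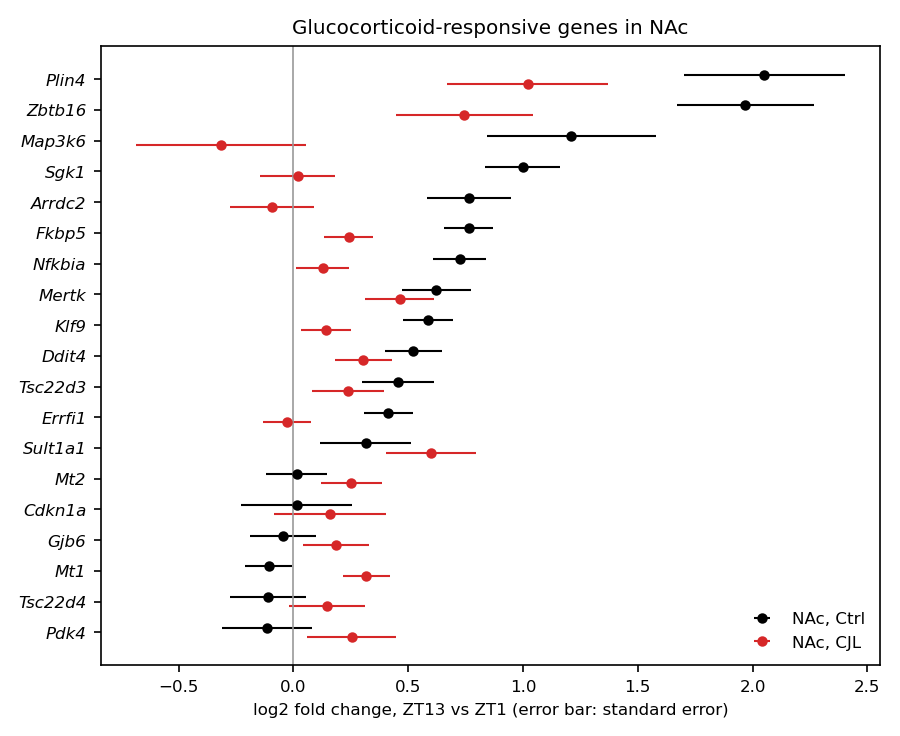
Log2 fold changes, ZT13 against ZT1, of 19 glucocorticoid-responsive genes in NAc, with standard errors from limma (n = 3 mice per group). Black is Ctrl and red is CJL. No gene of the list passed limma's test over all genes.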

The number of differentially expressed genes (DEGs) and the number of genes that exhibited a fold-change >2 in each brain tissue at each time point were displayed in Table 1.

**Table 1:** Number of DEGs (*P* < 0.05) and genes that exhibit more than two-fold change (FC > 2 or <0.5).

		No. of DEGs	No. of up-regulated genes	No. of down-regulated genes	No. of genes with *P* < 0.05 & FC > 2	No. of genes with *P* < 0.05 & FC < 0.5
**PFC**						
ZT1	CJL vs Ctrl	3088	1535	1553	194	240
ZT13	CJL vs Ctrl	2020	1189	831	139	204
Ctrl	ZT13 vs ZT1	4699	2211	2488	278	304
CJL	ZT13 vs ZT1	1221	573	648	162	253
**NAc**						
ZT1	CJL vs Ctrl	2569	1470	1099	507	212
ZT13	CJL vs Ctrl	2590	850	1740	207	358
Ctrl	ZT13 vs ZT1	3169	2062	1107	528	225
CJL	ZT13 vs ZT1	1832	886	946	202	267

Ctrl, control; CJL, chronic jet lag.

## Data Records

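In the authors' deposited table of PFC Ctrl ZT13 against ZT1, Ciart has a linear fold of 3.88 and Per2 one of 1.67, and in that of CJL mice they have 2.26 and 1.90. For Sgk1, the authors' deposited table of NAc ZT13, CJL against Ctrl, gives a fold of 0.450. The authors' deposited table of PFC CJL ZT13 against ZT1 gives Etnppl a fold of 2.13. Of the genes in each deposited list that were tested here, those also at an unadjusted P under 0.05 in limma were 1845 of 2585 for PFC ZT1, 1003 of 1624 for PFC ZT13, 2901 of 4061 for PFC Ctrl and 449 of 761 for PFC CJL. Chance would give 548.8, 205.4, 1244.1 and 52.4. For NAc, the deposited lists shared 811 of 1889 genes at ZT1, 823 of 2002 at ZT13, 1195 of 2415 in Ctrl and 498 of 1328 in CJL, where chance would give 145.6, 166.6, 243.8 and 69.2. Across the genes of a table, which are not independent replicates, the log2 of the deposited folds and the limma log2 fold changes had Pearson's r of 0.877 to 0.918 in 7 of the 8 tables, with the same direction for 97.1% to 98.5% of genes. In the authors' deposited table of NAc ZT1, CJL against Ctrl, r was 0.029 and 53.7% of genes had the same direction. That deposited table gives Etnppl a fold of 4.02, where the deposited FPKM are 11.1 ± 0.949 under CJL and 14.5 ± 0.58 in Ctrl (mean ± SD, n = 3 mice each).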

Sequencing data and the list of differentially expressed genes can be accessed at NCBI Gene Expression Omnibus (GEO) with the accession number GSE153540^54^. The PET data and images have been deposited in Figshare^55^.

## Technical Validation

A high percentage of clean reads from each sample was acquired after filtering the raw reads. The statistics summary of clean reads is presented in Table 2. All samples produced more than 98.5% clean reads and >93.60% of the clean data were mapped to the reference genome. In addition, GC content, Q20 and Q30 were also calculated. 

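Among expressed genes, the GC content of the transcripts differed between PFC groups. Weighted by FPKM, the mean GC content of each gene's longest transcript was 47.0% to 47.9% in the 3 ZT1 Ctrl libraries of PFC and 48.2% to 48.6% in the other PFC libraries. In NAc it was 47.0% to 47.6% in ZT1 Ctrl, 47.6% to 48.1% in ZT1 CJL, 47.0% to 48.1% in ZT13 Ctrl and 47.8% to 48.0% in ZT13 CJL. Across 14861 genes of PFC, which are not independent replicates, the log2 fold changes of Ctrl mice, ZT13 against ZT1, had a Spearman's rho of 0.29 with GC content and -0.34 with exonic length. For CJL against Ctrl, rho was 0.18 and -0.25 at ZT1, and -0.16 and 0.22 at ZT13. For CJL mice, ZT13 against ZT1, it was 0.01 and 0.05. Across 15508 genes of NAc, rho was 0.20 and 0.10 for Ctrl mice, ZT13 against ZT1, and 0.09 and -0.11 for CJL mice. For CJL against Ctrl in NAc it was 0.05 and 0.10 at ZT1, and -0.09 and -0.10 at ZT13. Without mitochondrially encoded genes, the weighted GC content was 49.6% to 49.9% in the ZT1 Ctrl libraries of PFC and 50.0% to 50.4% in the other PFC libraries. These values describe transcripts per FPKM and not the GC content of the reads, which the deposited FPKM do not hold.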

For all samples, the GC content was stable with distributed range from 48.36% to 49.18%. The read base quality was assessed by FastQC and displayed in Fig. 4. Most of the base quality scores were above 30, suggesting high-quality RNA-seq data.

**Table 2:** Statistics of sequencing data.

Samples	Raw reads	Clean reads	Clean read rate (%)	GC (%)	mapping rate (%)	Q20 (%)	Q30 (%)	Accession
PFC_ZT1_Ctrl_1	59674380	59285246	99.35	48.75	96.35	97.28	93.32	GSM4646833
PFC_ZT1_Ctrl_2	59262454	58394418	98.54	48.36	96.91	97.63	93.98	GSM4646834
PFC_ZT1_Ctrl_3	53657490	53181490	99.11	48.65	96.54	97.33	93.41	GSM4646835
PFC_ZT13_CJL_1	52488284	52184492	99.42	49.18	96.32	97.12	92.99	GSM4646836
PFC_ZT13_CJL_2	54765670	54529024	99.57	48.81	96.74	97.06	92.89	GSM4646837
PFC_ZT13_CJL_3	51643852	51358972	99.45	48.89	96.50	96.97	92.72	GSM4646838
PFC_ZT1_CJL_1	55064574	54814420	99.55	49.06	96.65	97.09	92.94	GSM4646839
PFC_ZT1_CJL_2	56191198	55940284	99.55	49.09	96.77	97.00	92.77	GSM4646840
PFC_ZT1_CJL_3	55392450	55117524	99.50	49.34	96.70	97.18	93.09	GSM4646841
PFC_ZT13_Ctrl_1	55479172	55225860	99.54	49.06	96.80	97.19	93.14	GSM4646842
PFC_ZT13_Ctrl_2	51733648	51449378	99.45	48.84	96.78	97.17	93.1	GSM4646843
PFC_ZT13_Ctrl_3	54609704	54328066	99.48	49.08	96.63	97.25	93.27	GSM4646844
NAc_ZT1_Ctrl_1	52250318	52046014	99.61	48.57	93.60	94.72	88.17	GSM4646845
NAc_ZT1_Ctrl_2	46872158	46551084	99.32	48.18	94.76	95.58	89.94	GSM4646846
NAc_ZT1_Ctrl_3	47492160	47295374	99.59	48.94	94.27	95.32	89.42	GSM4646847
NAc_ZT13_CJL_1	49204480	49004402	99.59	49.27	94.22	95.30	89.34	GSM4646848
NAc_ZT13_CJL_2	49269340	49052430	99.56	48.99	93.78	95.03	88.87	GSM4646849
NAc_ZT13_CJL_3	48143562	47907922	99.51	48.92	94.20	95.42	89.62	GSM4646850
NAc_ZT1_CJL_1	54553374	54269114	99.48	48.73	94.28	95.53	89.84	GSM4646851
NAc_ZT1_CJL_2	49040458	48755274	99.42	49.21	94.08	95.36	89.5	GSM4646852
NAc_ZT1_CJL_3	48019432	47811708	99.57	49.05	94.00	95.04	88.87	GSM4646853
NAc_ZT13_Ctrl_1	45860414	45545344	99.31	47.90	95.02	95.72	90.16	GSM4646854
NAc_ZT13_Ctrl_2	52558094	52350316	99.60	49.39	94.42	95.40	89.55	GSM4646855
NAc_ZT13_Ctrl_3	51288372	51117430	99.67	49.50	94.33	95.30	89.38	GSM4646856

Clean data rate = 100% × Clean reads/Raw reads. Ctrl, control; CJL, chronic jet lag.

**Fig. 4:**
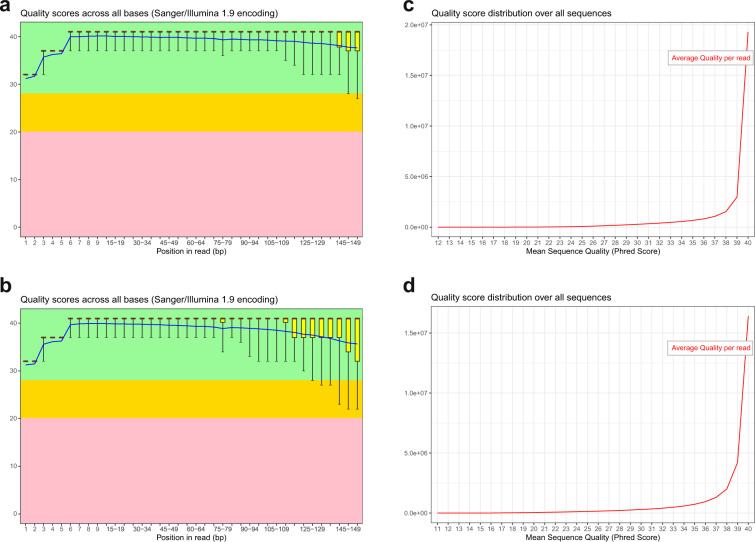
FastQC report for the assessment of RNA sequencing quality. (**a**,**b**) The quality scores per base along the reads from one sample. The yellow box represents the interquartile range (25–75%). The upper and lower whiskers represent the 90% and 10% points, respectively. The blue line indicates mean value. (**c**,**d**) The distribution of mean sequence quality scores for all reads from one sample.

How the deposited data were processed for this re-analysis (not part of the article)

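RNA-seq was done on PFC and NAc of male mice under Ctrl or CJL lighting, at ZT1 and ZT13 on Day 10, as 24 libraries from 3 mice per time and lighting, each giving both regions. The authors filtered the reads and aligned them with HISAT2 to mm10, and their notes also name StringTie. The authors deposited FPKM of 48526 Ensembl genes for each library, already scaled for depth and gene length, and no counts. The authors also deposited 8 tables of genes with a linear fold (ratio of the first group to the second) and a p-value under 0.05, which the paper states come from DESeq2 with default parameters on the read data. The paper's Table 2 lists 45545344 to 59285246 clean reads per library (median 52115253). Counting error per gene cannot be computed from FPKM, so precision is given by the spread between mice.

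From the FPKM, log2(FPKM + 0.1) was computed and genes with an FPKM of at least 1 in at least 3 libraries of the fit were kept. Groups were fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a trend), with 12 libraries of a region per fit and all 24 for the comparison of regions. The 8 comparisons are CJL against Ctrl at each time and ZT13 against ZT1 in each lighting, in each region. Interactions of CJL with time and with region were also tested. P values were adjusted by Benjamini-Hochberg within a comparison, and counts at an unadjusted P under 0.05 are given because the paper uses that threshold. A fold of 2 or of 0.5 in counts is taken from the limma fit. Gene lists, 30 in all, were tested with limma's camera at a preset correlation of 0.01 where at least 4 members were tested, and again with an estimated correlation and with fry, which tests whether the genes of a list move, on balance, one way. List p values were adjusted over the lists of a comparison. Of 91 list calls with the preset correlation, 3 hold with an estimated correlation.

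The comparisons, tests, gene lists, rule for named genes and a first set of other settings were fixed before the data were examined. The rule names, per comparison, up to 6 of the largest rises and 6 of the largest falls among genes at an adjusted p under 0.05 whose groups do not overlap and whose higher group has a mean of at least 2 FPKM, passing over genes without an established name. It adds all circadian clock genes tested and, of each other list with at least 3 members at an adjusted p under 0.05, the 3 with the smallest P. Other genes named, which include those of the interactions and single members of lists without such calls, were chosen after their values were seen. That first set of settings was a pseudocount of 1, no filter, median-of-ratios scaling, quantile normalization, a fit of a comparison's groups alone, a term for the replicate number, and each library left out in turn. Settings chosen after seeing the data were a correction for GC content and exonic length (20 bins of genes for each, 2 rounds), a covariate for the marker level of neighbouring tissue, and leaving out 7 libraries whose level of olfactory bulb, thalamus and hypothalamus, or choroid plexus markers lies over 1.5 log2 units above the region's median. GC content and exonic length come from GENCODE M21.

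The test was tested before use on simulated data with 200 changed genes and noise independent between genes. Variation that the genes of a library share was not simulated, so real data can hold more false calls. For NAc at ZT1, 19.4% of genes changed by a log2 size of 0.5 were recovered, 70.1% at 1 and 92.4% at 2, with 14 false calls among 135. For PFC at ZT1, 97% were recovered at a log2 size of 2, with 5 false calls among 145. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Imaging data, which the paper states are deposited elsewhere, and sleep recordings are not among the files used and were left out. Quality scores along the reads were left out as well, since they need the reads. Q30 values per library are those of the paper's Table 2. The labels do not say which PFC and NAc libraries share a mouse, so the region interaction was not paired. Across 16072 genes, which are not independent replicates, deviations from the group means had Pearson's r of 0.0175 to 0.134 between PFC and NAc libraries of the same number, and -0.150 to 0.109 between those of other numbers.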

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

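All tests of explanations here were chosen after the results were seen. In PFC, the effect of CJL differed between ZT13 and ZT1 for 12 genes at an adjusted p under 0.05 by limma's interaction test, among them Egr3 (1.76), Etnppl (1.54), Krcc1 (2.98) and mt-Atp6 (2.98), as log2 differences. Krcc1 was high in the ZT1 Ctrl and ZT13 CJL libraries of PFC, 7.64 to 8.13 and 7.19 to 7.76 FPKM, and low in the others, while in NAc both high and low values occur within groups. In PFC, Egr3 and Etnppl were also higher in every library of those groups than in any of the others. The interaction test cannot tell a CJL effect that changes with time from anything else those groups share. The differences of Krcc1 and mt-Atp6 are doubtful as effects of CJL, since assignment of reads among overlapping transcripts was not excluded. By camera with the preset correlation, 11 lists had an adjusted p under 0.05 in PFC and 20 in NAc for the interaction of CJL and time. With an estimated correlation 0 did in either, the smallest adjusted p being 0.614 and 0.219, and limma called 0 single genes in NAc (1007 at an unadjusted P under 0.05).

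The ZT1 Ctrl libraries of PFC stand apart from the other PFC groups in the GC content of their transcripts and in their mitochondrial share, the latter without mt-Atp6 only in replicates 2 and 3, and both comparisons with this group hold many calls. In the paper's Table 2, the GC content of their reads is 48.36% to 48.75%, against 48.81% to 49.34% in the other PFC libraries. Their Q30 values there are 93.32% to 93.98%, against 92.72% to 93.27%. The ZT1 Ctrl libraries of NAc also had a high mitochondrial share without mt-Atp6, 16.2% to 17.9%. It was 14.1% to 15.3% in ZT1 CJL, 15.1% to 16.5% in ZT13 Ctrl and 14.8% to 15.6% in ZT13 CJL of NAc. If GC content and gene length were the whole cause in PFC, the calls of Ctrl ZT13 against ZT1 should be lost after a correction for both. In PFC, 1086 genes were called after it, 824 of them among the 1840. As part of the cause it remains open, since the corrected medians were 0.20 for nuclear oxidative phosphorylation genes and 0.10 for ribosomal protein genes, against 0.39 and 0.27. A shift of scale from abundant transcripts does not account for all of the calls, since 1631 genes were called with median-of-ratios scaling, 1366 of them among the 1840. Of the 1631, 838 were rises and 793 falls, against 1312 and 528 without that scaling. Part of the rises therefore depends on the scale. Whether that part is an artifact is not decided by this, nor by the 49.1% of genes higher at an unadjusted P under 0.05 with that scaling. The scaling centres the median fold whatever the cause. A biological difference of ZT1 Ctrl mice may underlie the rest and cannot be told apart from a shared handling of these 3 samples.

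Ependymal markers were higher in the NAc of CJL mice at ZT1, by a median log2 fold change of 1.38. The paper's text gives counts of genes and names no single gene. If thalamic or hypothalamic tissue in the dissected piece were the cause, a covariate for its markers should remove the difference, which was 0.75 with it, so this may account for part and is left open. Without the NAc libraries with high neighbouring-tissue markers, of which only ZT1 CJL replicate 2 is in this comparison, the median was 1.33. This goes against that library as the source, but not against neighbouring tissue in the other CJL libraries. Without ZT1 CJL replicate 2, thalamus and hypothalamus markers still had a median of 0.74. A lower share of medium spiny neurons that raises all other cell types alike should raise microglia markers too, but their median was -0.20. Since the microglia list did not pass by camera with an estimated correlation, this does not exclude that explanation. Choroid plexus markers, of another tissue of the ventricles, were also higher in all 3 CJL libraries than in the 3 Ctrl ones, by a median of 0.54 (adjusted p = 0.589 with an estimated correlation), but had one of -0.15 with that covariate, so they decide nothing. More ventricular tissue in these pieces, or a response of ependymal cells, could each give the pattern, and the FPKM cannot separate them.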

How the results depend on the processing

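Some settings were chosen after seeing the data, namely the GC and length correction, the neighbouring-tissue marker covariate and leaving out the libraries standing apart. Of 117 calls of named genes, 44 held under every planned setting and 73 were lost under at least 1. Under quantile normalization 2 values changed sign, mt-Nd5 and mt-Nd4l in PFC Ctrl ZT13 vs ZT1, to 0.017 each. Of 264 counts under planned settings, 186 lay within 1.5 times the reported count. These include counts of 0 that stayed at 0, as for adjusted calls in NAc, which say little about stability. Where a count moved further, the cause was not tested, apart from the larger number of genes tested with no filter and the fewer libraries where some are left out. FPKM hold no counts, so the limit set by depth cannot be given per gene.

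Below, counts are genes at an adjusted p under 0.05 unless P is named. With 2 groups only, PFC ZT1 CJL vs Ctrl had 9, PFC Ctrl ZT13 vs ZT1 285 and the region interaction at ZT13 1. With no filter, PFC ZT1 CJL vs Ctrl had 42, PFC ZT13 CJL vs Ctrl 1, PFC Ctrl ZT13 vs ZT1 973, PFC CJL ZT13 vs ZT1 9, NAc ZT13 CJL vs Ctrl 1, NAc Ctrl ZT13 vs ZT1 1 and the region interactions at ZT1 and ZT13 1 and 3. At P under 0.05 no filter gave 1897 in PFC CJL ZT13 vs ZT1, 2207 in NAc ZT1 CJL vs Ctrl, 2148 in NAc ZT13 CJL vs Ctrl, 2528 in NAc Ctrl ZT13 vs ZT1 and 1620 in NAc CJL ZT13 vs ZT1. Median-of-ratios scaling gave 1 in PFC ZT13 CJL vs Ctrl, as did quantile normalization, which gave 9 in NAc Ctrl ZT13 vs ZT1 and 1 in the region interaction at ZT13. A pseudocount of 1 gave 5 in NAc Ctrl ZT13 vs ZT1. A replicate block gave 8 in PFC ZT1 CJL vs Ctrl, 1 in PFC ZT13 CJL vs Ctrl and 4 in the PFC interaction of CJL and time, with 0 of its negative differences. The GC and length correction gave 138 in PFC ZT1 CJL vs Ctrl, 1086 in PFC Ctrl ZT13 vs ZT1, 5 in the PFC interaction and 2 in the region interaction at ZT1. The marker covariate gave 388 in PFC ZT1 CJL vs Ctrl, 10 in PFC CJL ZT13 vs ZT1, 18 in NAc Ctrl ZT13 vs ZT1, 112 in the PFC interaction and, at P under 0.05, 724 in NAc ZT1 CJL vs Ctrl. Without the libraries standing apart there were 16 in PFC ZT1 CJL vs Ctrl, 50 in PFC ZT13 CJL vs Ctrl (2982 at P under 0.05), 8 in PFC CJL ZT13 vs ZT1, 1 in NAc ZT1 CJL vs Ctrl (667 at P under 0.05), 1 in NAc ZT13 CJL vs Ctrl (652 at P under 0.05), 89 in the PFC interaction and 3 in the region interaction at ZT13. Of 91 gene list calls, an estimated correlation left 3. Fry made 22 calls over all lists and comparisons, and how many of these are among the 91 was not counted.

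Leaving out 1 library at a time, counts at P under 0.05 ranged from 2391 to 3098 (PFC ZT1 CJL vs Ctrl), 1109 to 2983 (PFC ZT13 CJL vs Ctrl, highest without ZT13 Ctrl replicate 1), 3321 to 5125 (PFC Ctrl ZT13 vs ZT1), 697 to 1317 (PFC CJL ZT13 vs ZT1), 652 to 1855 (NAc ZT1 CJL vs Ctrl), 802 to 1901 (NAc ZT13 CJL vs Ctrl), 1033 to 2599 (NAc Ctrl ZT13 vs ZT1) and 534 to 1260 (NAc CJL ZT13 vs ZT1). Counts at an adjusted p under 0.05 ranged, in the same order, from 6 to 407, 1 to 242, 313 to 2848, 4 to 7, 0 to 2, 0 to 5, 0 to 3 and 0 to 2. They ranged from 4 to 796 for the PFC interaction, 0 to 1 for the NAc interaction, 0 to 7 for the region interaction at ZT1 (highest without NAc ZT1 CJL replicate 1) and 0 to 72 for that at ZT13 (highest without PFC ZT13 Ctrl replicate 1).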

Differences from the paper's values

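The paper's Table 1 gives 40 counts at P under 0.05, with and without a fold above 2 or under 0.5. The paper's counts come from DESeq2 on read counts, and those here from limma on FPKM over genes that pass the filter. Of the 40, 27 differ by over 1.5 times and 13 do not. In each pair below the paper's value comes first and the value here second, and settings named are those, of the alternatives set before the data were examined, under which the value falls within 1.5 times of the paper's. All other such alternatives leave it apart.

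With a fold above 2, no filter brings 7 of the 8 counts within range: the paper's 194 and 38 here (PFC ZT1 CJL vs Ctrl), the paper's 139 and 23 (PFC ZT13 CJL vs Ctrl), the paper's 278 and 88 (PFC Ctrl ZT13 vs ZT1), the paper's 162 and 34 (PFC CJL ZT13 vs ZT1), the paper's 507 and 117 (NAc ZT1 CJL vs Ctrl), the paper's 207 and 66 (NAc ZT13 CJL vs Ctrl) and the paper's 202 and 48 (NAc CJL ZT13 vs ZT1). No alternative does so for the paper's 528 and 94 (NAc Ctrl ZT13 vs ZT1). With a fold under 0.5, no filter does so for the paper's 240 and 33 (PFC ZT1 CJL vs Ctrl), the paper's 204 and 20 (PFC ZT13 CJL vs Ctrl), the paper's 225 and 46 (NAc Ctrl ZT13 vs ZT1), the paper's 267 and 32 (NAc CJL ZT13 vs ZT1) and the paper's 212 and 41 (NAc ZT1 CJL vs Ctrl), the last also without NAc ZT1 CJL replicate 1. No alternative does so for the paper's 304 and 52 (PFC Ctrl ZT13 vs ZT1), the paper's 253 and 12 (PFC CJL ZT13 vs ZT1) or the paper's 358 and 45 (NAc ZT13 CJL vs Ctrl). Most genes behind these counts were not among those tested here. By the authors' deposited tables, this holds for 252 of the 304, 236 of the 253 and 308 of the 358. For a fold above 2 in NAc Ctrl ZT13 vs ZT1, it holds for 407 of the 528.

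For all genes at P under 0.05, the paper has 2488 lower in PFC Ctrl ZT13 vs ZT1 and 1478 were found here, within range with median-of-ratios scaling, quantile normalization, no filter or without PFC ZT13 Ctrl replicate 1. The GC and length correction, chosen after seeing the values, gives 1866. Of the 2488 genes lower in the authors' deposited table, 1338 are not called lower with that correction, against 1289 without it, and 365 of these were not tested here. In NAc ZT1 CJL vs Ctrl the paper has 2569 genes, 1470 higher and 1099 lower, against 1200, 786 and 414, each within range with no filter or without NAc ZT1 CJL replicate 1. In NAc ZT13 CJL vs Ctrl the paper has 2590 genes against 1296, within range with no filter or without NAc ZT13 Ctrl replicate 1, and 1740 lower against 469, under no alternative. In NAc Ctrl ZT13 vs ZT1 the paper has 3169 genes against 1572, within range with no filter or without NAc ZT13 Ctrl replicate 1, and 2062 higher against 812, under no alternative. In NAc CJL ZT13 vs ZT1 the paper has 1832 genes against 812 and 886 higher against 429, both within range with no filter, without NAc ZT1 CJL replicate 1 or without NAc ZT13 CJL replicate 3, and 946 lower against 383, within range with no filter or without NAc ZT13 CJL replicate 3.

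The paper's text and its Table 2 give different ranges for the GC content of reads, since the table's values over all libraries run from 47.9% to 49.5%.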

Other observations

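Tests of explanations here were chosen after the results were seen. In the NAc of Ctrl mice, genes of the unfolded protein response were lower at ZT13 than at ZT1, with a median log2 fold change of -0.21 over 20 genes (camera adjusted p = 2.69e-07, and adjusted p = 0.117 with an estimated correlation), 9 of them when adjusted over the list alone, while limma called 0 over all genes and 10 were lower at an unadjusted P under 0.05. In the NAc at ZT1, CJL against Ctrl, cholesterol synthesis genes had a median of 0.24 over 24 genes (camera adjusted p = 7.96e-07, and adjusted p = 0.367 with an estimated correlation), 3 higher when adjusted over the list alone, and one of 0.37 without CJL replicate 1 and 0.07 with the covariate for thalamus and hypothalamus markers.

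In the PFC of Ctrl mice, further genes differed by time of day. The potassium channel list held 4 falls and 0 rises among 24 genes, 1 higher and 7 lower when adjusted over the list alone, with a median of -0.21 (camera adjusted p = 7.07e-05, and adjusted p = 0.415 with an estimated correlation), or -0.13 without ZT13 Ctrl replicate 3. Crh, the corticotropin-releasing hormone, fell by a log2 value of 0.84 (limma adjusted p = 0.0141). Trem2, a microglial receptor, rose by 0.68 (adjusted p = 0.00501), and Mvd, an enzyme of cholesterol synthesis, by 0.71 (adjusted p = 0.00584).

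The lower glucocorticoid-responsive genes in the NAc under CJL at ZT13 can also be stated as a smaller rise from ZT1 to ZT13 than in Ctrl mice. This largely restates the same values, since CJL and Ctrl hardly differed at ZT1. The list's median there was -0.049 to 0.047 with 1 library left out in turn. Tested as the list's interaction of CJL and time by camera with an estimated correlation, the unadjusted p was 0.0547 in NAc. The list was chosen for this test after its values at ZT13 were seen. After adjustment over the lists no list passed in NAc, so a smaller rise remains open. In PFC, where the list was not called at ZT13, the same test gave 0.434. Members at an unadjusted P under 0.05 in limma's PFC interaction went both ways. The negative ones were Arrdc2 (-0.96), Ddit4 (-0.95, adjusted p = 0.0502), Nfkbia (-0.79), Sgk1 (-0.74), Fkbp5 (-0.69) and Tsc22d3 (-0.35). Positive ones were Pdk4 (0.687), Sult1a1 (0.575) and Mt1 (0.533). A smaller rise of some members in PFC remains open. No hormone was measured, and a shift of the rhythm under CJL could give the same values as a weaker rhythm.

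In the authors' deposited table of NAc ZT1, CJL against Ctrl, 53.7% of genes have the direction found here, while 811 of its 1889 genes tested also have P under 0.05 here in the same comparison. The table could be that of another comparison with each fold beside its own gene, but the largest absolute r with any other was 0.061, which goes against it. Identifiers ordered apart from the folds and P values may explain both, since the right genes would be listed beside the wrong values, and r then cannot tell which comparison the folds come from. The gene identifiers of this table run in descending order in all 2568 of 2568 steps, against 49.7% to 50.7% of steps in the other tables. Folds of single genes in that table may therefore belong to other genes.

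The libraries of each comparison were regrouped 3 against 3 in all 10 ways, which are too few for a share under 0.05. Genes at P under 0.05 in the real grouping, with the highest other and the number of groupings with at least as many, were 3166, 1420 and 1 (PFC ZT1 CJL vs Ctrl), 1886, 1742 and 1 (PFC ZT13 CJL vs Ctrl), 4569, 1648 and 1 (PFC Ctrl ZT13 vs ZT1), 1026, 1125 and 2 (PFC CJL ZT13 vs ZT1), 1200, 1335 and 2 (NAc ZT1 CJL vs Ctrl), 1296, 1557 and 3 (NAc ZT13 CJL vs Ctrl), 1572, 2617 and 2 (NAc Ctrl ZT13 vs ZT1) and 812, 1986 and 3 (NAc CJL ZT13 vs ZT1). At an adjusted p under 0.05 they were, in the same order, 237, 1 and 1, then 3, 2 and 1, then 1840, 3 and 1, then 5, 1 and 1, then 0, 1 and 10, then 0, 2 and 10, then 0, 2 and 10, and 0, 143 and 10. For the interactions, 100 groupings were counted, the real one and random others. At least as many genes as in the real one were found in 3 for PFC, the real one included (12 real, highest other 105). Where the real count was 0, all 100 groupings reach it whatever the cause. This holds for NAc (highest other 2), the region interaction at ZT1 (highest other 15) and that at ZT13 (highest other 12).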
